# The gut microbiota instructs the hepatic endothelial cell transcriptome

**DOI:** 10.1016/j.isci.2021.103092

**Published:** 2021-09-10

**Authors:** Henning Formes, Joana P. Bernardes, Amrit Mann, Franziska Bayer, Giulia Pontarollo, Klytaimnistra Kiouptsi, Katrin Schäfer, Sebastian Attig, Teodora Nikolova, Thomas G. Hofmann, Jörn M. Schattenberg, Hristo Todorov, Susanne Gerber, Philip Rosenstiel, Tobias Bopp, Felix Sommer, Christoph Reinhardt

**Keywords:** Hepatology, Microbiome, Transcriptomics

## Abstract

The gut microbiota affects remote organ functions but its impact on organotypic endothelial cell (EC) transcriptomes remains unexplored. The liver endothelium encounters microbiota-derived signals and metabolites via the portal circulation. To pinpoint how gut commensals affect the hepatic sinusoidal endothelium, a magnetic cell sorting protocol, combined with fluorescence-activated cell sorting, was used to isolate hepatic sinusoidal ECs from germ-free (GF) and conventionally raised (CONV-R) mice for transcriptome analysis by RNA sequencing. This resulted in a comprehensive map of microbiota-regulated hepatic EC-specific transcriptome profiles. Gene Ontology analysis revealed that several functional processes in the hepatic endothelium were affected. The absence of microbiota influenced the expression of genes involved in cholesterol flux and angiogenesis. Specifically, genes functioning in hepatic endothelial sphingosine metabolism and the sphingosine-1-phosphate pathway showed drastically increased expression in the GF state. Our analyses reveal a prominent role for the microbiota in shaping the transcriptional landscape of the hepatic endothelium.

## Highlights

• Germ-free mice show transcriptome differences in the liver sinusoidal endothelium
• Gut microbiota suppresses sphingolipid metabolism in the hepatic sinusoidal endothelium
• Cholesterol flux and angiogenesis in liver endothelium is microbiota-regulated
• *Bacteroides thetaiotaomicron* did not affect expression levels of the identified genes

## Introduction

Commencing at birth, all animals are stably associated with symbiotic microbial communities (microbiota) and are to be regarded as metaorganisms (Esser et al., 2019). Therefore, the host and its microbiota are no longer viewed as separate entities but they interact through multiple pathways and thus coevolve (Koh and Bäckhed, 2020). For example, the microbiota provides enzymatic functions that yield essential metabolites used by the host (Sonnenburg et al., 2005; Baxter et al., 2019). Vice versa, the microbiota also shapes the expression profile of metabolic enzymes of the host and thus modulates nutrient harvest and use (Poole et al., 2019; Sommer et al., 2015). This complex interplay is strongly determined by nutritional intake and contributes to a variety of metabolic disease phenotypes (Schroeder and Bäckhed, 2016; Kübeck et al., 2016).

The endothelia of different organs are highly specialized (Augustin and Koh, 2017). However, so far, the involvement of the microbiota in the specification of organotypic endothelial cell (EC) functions remains unexplored. The gut microbiota shapes intestinal vascular physiology locally, by inducing adaptive remodeling of intricate capillary networks in small intestinal villus structures (Reinhardt et al., 2012). Interestingly, the microbiota also impacts remote vascular phenotypes, such as the vascular function of large conductance vessels or the formation of cerebral cavernous malformations in cerebrovascular disease (Karbach et al., 2016; Tang et al., 2017). Microbiota-derived signaling compounds and metabolites readily enter the liver compartment through the portal circulation, and thereby influence the hepatic and systemic inflammatory tone (Balmer et al., 2014; Clarke et al., 2010; Schaupp et al., 2020). The liver is steadily exposed to gut microbial products via its specialized microvasculature and thus represents a predilection site for the regulation of host metabolism (Busch et al., 2017; Johnson et al., 2020).

The collective metabolic capacities of the gut microbiota and the gastrointestinal tract are linked via the hepatic portal circulation with the specialized sinusoidal vascular bed of the liver (Ascher et al., 2020). Thus, the liver is unique in its involvement in nutrient uptake and key host metabolic functions, ensuring immunovigilance, e.g. by residing Kupffer cells or the release of acute phase proteins (Hickey and Kubes, 2009; Jäckel et al., 2017). Of note, sinusoidal ECs are the most abundant non-parenchymal cell type in the liver. The sinusoidal endothelium, containing fenestrae forming a mechanical sieve with gaps of approximately 100 nm in diameter, together with the hepatocytes (parenchymal epithelium), form a specialized niche compartment, the perisinusoidal space (space of Disse), harboring mesodermal stellate cells (Asahina et al., 2009; Sawitza et al., 2009). Hepatic sinusoids are not only a primary site to combat invading microorganisms (Massberg et al., 2010) but also provide a specialized endothelium that under steady-state conditions can influence the extent of arterial thrombus growth, dependent on the microbiota (Jäckel et al., 2017; Kiouptsi et al., 2019). Interestingly, the ECs of hepatic capillaries lack a basement membrane, have an extremely high endocytotic capacity, serve important roles in antigen presentation and leukocyte recruitment, and form permeable fenestrations that enable the exchange of solutes and the uptake of lipoproteins (Shetty et al., 2018; Schurich et al., 2009; Fraser et al., 2012). Since the hepatic endothelium steadily encounters microbiota-derived patterns and metabolites that strongly affect its metabolic capacity and the recruitment of immune cells (Faraj et al., 2019; Balmer et al., 2014; Busch et al., 2017), our goal was to pinpoint the microbiota-regulated gene fraction of the hepatic endothelial transcriptome. Until now, the microbiota’s impact on the transcriptomic landscape of the hepatic microvascular endothelium, a central element of the gut-liver axis (Tripathi et al., 2018), is poorly understood.

## Results

### The liver sinusoidal EC transcriptome of germ-free mice is distinct from conventionally raised mice

To address this pivotal question, we dissociated the livers of age-matched male germ-free (GF) and conventionally raised (CONV-R) specific pathogen-free (SPF) C57BL/6J mice into single-cell suspensions and purified hepatic ECs via magnetic cell sorting (MACS) for the EC marker CD146 (melanoma cell adhesion molecule, MCAM), followed by fluorescence-activated cell sorting (FACS) to select for CD31^+^ (platelet-EC adhesion molecule-1, PECAM-1), CD105^+^ (endoglin), and CD146^+^ ECs (Abel et al., 2013) (Figure 1A). While CD31 is a pan-endothelial marker for ECs and CD105 is a marker for the hepatic sinusoidal ECs, known to display a very low expression of selectins (Steinhoff et al., 1993; El Filali et al., 2013; Abel et al., 2013), we chose CD146 both for coated magnetic beads and FACS as it specifically binds to hepatic microvascular ECs. Applying this sorting strategy, we gained highly pure EC preparations (98%) with a yield of approximately 2 × 10^6^ cells after MACS and 6 × 10^4^ to 1 × 10^6^ cells after FACS per mouse liver (Figure 1B). Interestingly, livers of GF mice showed an increased vascularized area as compared with CONV-R counterparts, demonstrated by quantitative analyses of immunofluorescence staining for the EC marker PECAM-1 (CD31) (Figures 1C and 1D). However, the isolation protocol yielded approximately 5-times lower numbers of purified FACS sorted ECs obtained from GF mouse livers as compared with CONV-R controls (Figure 1E). From these purified ECs, we extracted total RNA of an average amount of 466 ng (CONV-R) and 30 ng (GF). Concentration and quality of the RNAs were assessed by Qubit analysis and whole-transcriptome amplification (WTA) was carried out using the Ovation RNA-Seq System V2 kit with 20 ng total RNA as input for first-strand cDNA synthesis (see STAR Methods). 

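The libraries analysed here came from the sorted liver ECs of 6 CONV-R and 5 GF male mice aged 10 to 12 weeks, 1 library per mouse, each amplified from 20 ng of total RNA. The authors trimmed the reads, mapped them to GRCm38 with STAR, counted them on genes with featureCounts, and left out 1 GF library because its number of mapped reads was significantly lower. The counts they deposited are not normalized. Total counts per library lay between 7922855 and 14669352 in CONV-R mice, with a median of 12425849, and between 7242717 and 16164588 in GF mice, with a median of 10425837. The mean over the 11 libraries was 11358335 counts. Totals did not differ between the groups (two-sided exact permutation test, p = 0.411). The 10 most abundant genes of each library took 8.22% to 9.42% of the counts in CONV-R mice and 7.27% to 8.20% in GF mice (two-sided exact permutation test, p = 0.00216, the smallest p that 5 mice against 6 allow). Expression is given as CPM, the counts scaled to a common library size with TMM normalization. Within the CONV-R group, Pearson correlations of log2 CPM between libraries ran from 0.951 to 0.980 across genes, and within the GF group from 0.946 to 0.971; genes are not independent replicates. The count table lists 29307 genes, of which 3978 have no counts in any library. It lists 0 of the 1298 protein-coding genes that have 1 exon in the GENCODE M21 annotation, so these could not be tested. Genes with too few counts for a test were left out with edgeR's filterByExpr, which kept 12905 genes. The groups were then compared with edgeR's quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method. The transcripts of the sorting markers, *Pecam1* (CD31), *Eng* (CD105) and *Mcam* (CD146), had Log2FC values of 0.46, 0.26 and 0.37 in GF relative to CONV-R ECs, with adjusted p values of 0.112, 0.336 and 0.0764 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 mouse left out at a time, *Pecam1* passed 0.05 only without GF replicate 5 (adjusted p = 0.0196 from the same test). *Mcam* passed it only without CONV-R replicate 1 (0.0442) or without GF replicate 5 (0.0484). With libraries paired by replicate number, *Mcam* had an adjusted p of 0.0151 from the same test.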

Next, RNA-sequencing was performed on an Illumina HiSeq 4000 sequencer using TruSeq DNA Nano Kit, which yielded an average of 9 million single-end reads (1 × 50 bp). Overall, we were able to detect 1537 differentially expressed genes (DEG, p.adjust <0.05 combined with Log2FC) in ECs of GF versus CONV-R mice. 

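With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no minimum fold change, 965 of the 12905 tested genes had an adjusted p under 0.05 between the 5 GF and the 6 CONV-R mice. DESeq2, which the paper used, moved this count most among the tests and filters set before the data were examined: it gave 1535 genes among 15460 with an adjusted p, 956 of them shared with the 965. Of the 1535 genes, 111 had too few counts to be tested by edgeR. The other 1424 all had the same direction in both tests and an unadjusted p under 0.05 in edgeR. When 1 mouse was left out at a time, edgeR's count lay between 622 and 1260 genes.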

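Of the genes with an adjusted p under 0.05 from edgeR, 620 were higher in GF ECs and 345 were lower. Leaving out 1 mouse at a time gave 413 to 779 higher and 206 to 481 lower genes. DESeq2 counted 931 higher and 604 lower.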

932 of these DEGs displayed an increased expression in the GF compared with CONV-R mice, whereas 605 DEGs had decreased expression.

**Figure 1:**
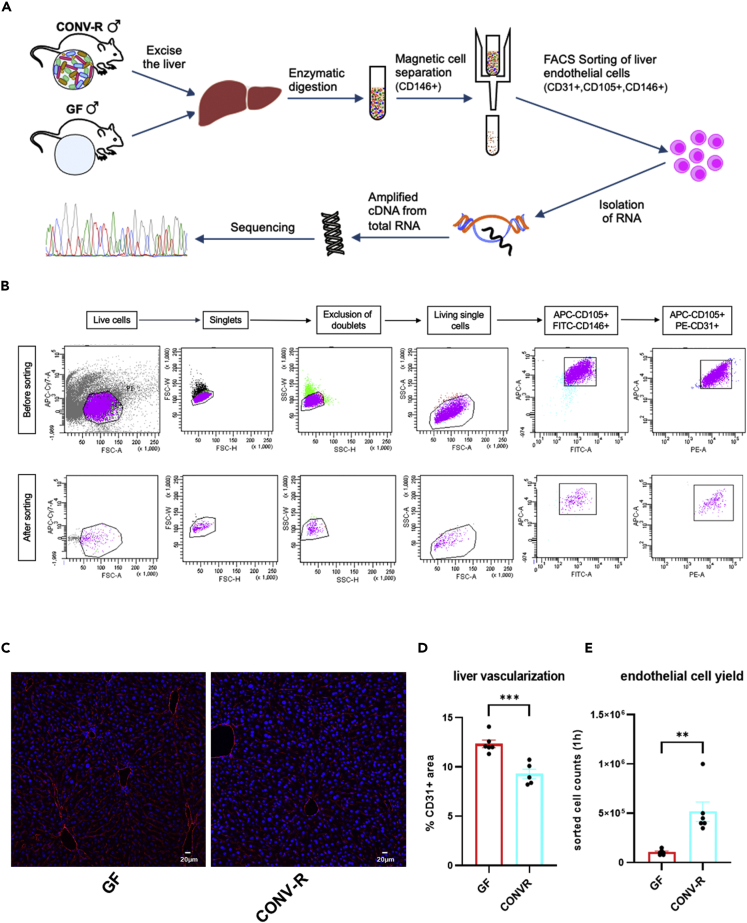
Purification protocol of hepatic sinusoidal endothelial cells and immunofluorescence analysis of the vascularization of germ-free (GF) vs. conventionally raised (CONV-R) mouse livers (A) Overview of the experimental set up and the different endothelial markers for EC isolation. The liver of male GF and CONV-R mice was excised, followed by an enzymatic digestion to yield single-cell suspensions. Magnetic cell sorting (CD146^+^) was followed by FACS sorting (CD31^+^,CD105^+^,CD146^+^), isolation of RNA, amplification of cDNA from total RNA and finally the RNA-sequencing. (B) FACS sorting strategy for the purification of endothelial cells from GF and CONV-R mouse livers. The gating strategy started from live cells, inclusion of singlets and exclusion of doublets. From these living single cells, positive endothelial cells were selected with a double control. (C) Immunofluorescence analysis of endothelial cells in livers of GF and CONV-R mice. A representative image in a magnification of 200× is shown (scale bar: 20 μm). Staining with the endothelial marker CD31^+^ is red. Cell nuclei are stained with TO-PRO-3 iodide (blue). (D) Calculation of the liver vascularization from GF and CONV-R mice of CD31^+^ area using cellSens Dimension Desktop software. Results are presented as mean ± S.E.M. (E) Analysis of the sorted liver endothelial cell yields from GF and CONV-R mice after 1 h. Results are presented as mean ± S.E.M. ∗∗ = p < 0.01; ∗∗∗ = p < 0.005.

### Transcripts of the sphingolipid metabolism are enriched in the liver sinusoidal endothelium of GF mice

Next, we aimed to identify those transcripts in the microvascular hepatic endothelium that were most significantly up- or downregulated by the presence or absence of a microbiota. Principal component analysis identified the GF and CONV-R samples as separate clusters (Figure 2A). 

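Principal components were computed from log2 CPM of the 12905 tested genes (TMM normalization, prior count 2, centred and not scaled). PC1 held 29.4% of the variance and PC2 15.8%. On PC1 every GF mouse lay above every CONV-R mouse (two-sided exact permutation test on the mean score, p = 0.00216, the smallest p that 5 mice against 6 allow). The groups did not differ on PC2 (two-sided exact permutation test, p = 0.695), on which CONV-R replicate 3 had a score of -48.1 and the other CONV-R mice had scores between 6.01 and 17.6. Scaling each gene to unit variance moved the separation most among the scalings and gene filters chosen before the data were examined, with overlapping PC1 scores (two-sided exact permutation test, p = 0.00649).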

As illustrated in the volcano plot (Figure 2B), in hepatic sinusoidal ECs of male GF mice, expression of the solute carrier family 10 member 6 (*Slc10A6*) transporter was most strongly upregulated (p.adjust = 6.4 × 10^−50^, Log2FC = 3.47). 

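*Slc10a6* lies on chromosome 5 of GRCm38 from 103605711 to 103629403. It had 31.3 ± 6.54 CPM in GF ECs (SD, n = 5 mice) and 2.84 ± 0.80 in CONV-R ECs (SD, n = 6), a Log2FC of 3.47 (standard error 0.22, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No tested gene had a smaller p, and *Slc10a6* ranked 13 by Log2FC among the genes higher in GF ECs. *Zbtb16* ranked 1, with a Log2FC of 7.19 (standard error 0.65, adjusted p = 3.55e-06 from the same test), against 9 counts in all CONV-R libraries together.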

SLC10A6 transports taurolithocholic acid-3-sulfate and sulfoconjugated pyrenes. 

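*Sgms1*, on chromosome 19 of GRCm38 from 32122727 to 32389714, had 568 ± 57.2 CPM in GF ECs (SD, n = 5 mice) and 188 ± 20.1 in CONV-R ECs (SD, n = 6). The Log2FC was 1.60 with a standard error of 0.11, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 1.1e-07. Every GF mouse had a higher value than every CONV-R mouse.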

Transcript levels of the sphingomyelin-synthase 1 (*Sgms1*) gene were also significantly increased in GF hepatic sinusoidal ECs (p.adjust = 7.9 × 10^−43^, Log2FC = 1.59). *Sgms1* encodes for the enzyme transferring the phosphatidyl-headgroup of phosphatidylcholine on the primary hydroxyl of ceramide to yield the sphingolipid sphingomyelin. Other strongly upregulated transcripts were those of quiescin sulfhydryl oxidase 1 (*Qsox1*) (p.adjust = 2.3 × 10^−30^, Log2FC = 1.98), catalyzing the oxidation of sulfhydryl groups to disulfides with reduction of oxygen to hydrogen peroxide and FKBP prolyl isomerase 5 (*Fkbp5*) (p.adjust = 1.2 × 10^−27^, Log2FC = 1.61), which is involved in protein folding and trafficking. In contrast, in the hepatic sinusoidal endothelium from CONV-R mice there was a significant upregulation of the transcription factor that suppresses NNF609 transcription (*Zfp608*) (p.adjust = 4.1 × 10^−22^, Log2FC = 1.21), the disintegrin and metalloproteinase domain-containing 19 (*Adam19*) that is involved in cell migration and cell-matrix interaction (p.adjust = 3.7 × 10^−13^, Log2FC = 1.49), the neutralized E3 ubiquitin protein ligase 3 (*Neurl3*) (p.adjust = 3.1 × 10^−13^, Log2FC = 1.00), and of arachidonate 12-lipoxygenase (*Alox12*) (p.adjust = 1.4 × 10^−11^, Log2FC = 1.50), an enzyme involved in the generation of eicosanoids and lipoxins. 

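*Qsox1* (chromosome 1 of GRCm38, 155776029 to 155812889) had 70.9 ± 13.8 CPM in GF ECs and 17.9 ± 2.88 in CONV-R ECs (SD, n = 5 and 6 mice), a Log2FC of 1.98 (standard error 0.16, adjusted p = 1.32e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fkbp5* (chromosome 17, 28399094 to 28517527) had 121 ± 15.8 and 39.8 ± 6.48 CPM in the same groups, a Log2FC of 1.61 (standard error 0.13, adjusted p = 1.52e-06 from the same test). Among the 5 genes higher in GF ECs with the smallest adjusted p, *Slc10a6*, *S1pr1*, *Sgms1* and *Qsox1* were joined by *Cfap43*, with a Log2FC of 1.88 (adjusted p = 1.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).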

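The fold changes of these genes are given here for GF relative to CONV-R ECs, so they are negative. *Zfp608* (chromosome 18 of GRCm38, 54888048 to 54992555) had 56.4 ± 4.35 CPM in GF ECs and 131 ± 15.6 in CONV-R ECs (SD, n = 5 and 6 mice), a Log2FC of -1.21 (standard error 0.11, adjusted p = 5.13e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adam19* (chromosome 11, 46055992 to 46147343) had 44.9 ± 12.8 and 126 ± 20.2 CPM, with a Log2FC of -1.49 and an adjusted p of 7.36e-05 from the same test. *Neurl3* (chromosome 1, 36264597 to 36274679) had 99.8 ± 10.5 and 201 ± 28.1 CPM, with a Log2FC of -1.01 and an adjusted p of 5.42e-05. *Alox12* (chromosome 11, 70241457 to 70255353) had 30.5 ± 10.7 and 86.2 ± 7.93 CPM, with a Log2FC of -1.51 and an adjusted p of 0.000147. For each of the 4 genes, every GF mouse had a lower value than every CONV-R mouse. The 5 genes lower in GF ECs with the smallest adjusted p were *Zfp608*, *Gm15907*, *Neurl3*, *Adam19* and *Slf1*.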

Collectively, these data highlight the functional role of the microbiota in the transcriptional regulation of hepatic microvascular endothelium.

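Among the 12905 tested genes, 721 (5.59%) had values that did not overlap between the 5 GF and the 6 CONV-R mice, where chance gives 0.433% of genes. From these data taken collectively, the paper states a functional role of the microbiota in the transcriptional regulation of the hepatic microvascular endothelium.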

**Figure 2:**
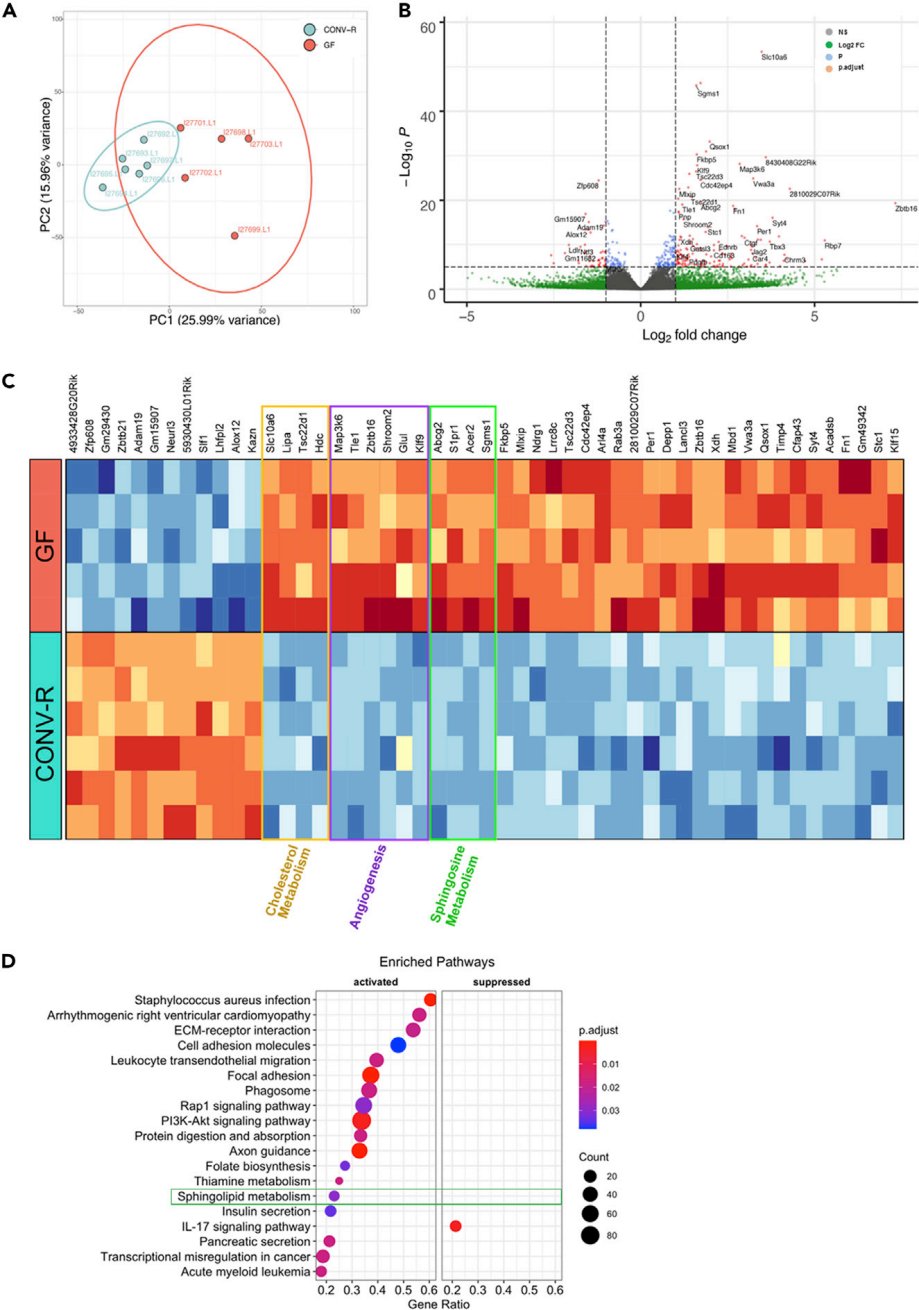
Comparative analysis of RNA-sequencing data of isolated liver sinusoidal endothelial cells of germ-free (GF) vs. conventionally raised (CONV-R) C57BL/6J mice (A) Principle component analysis (PCA) of the sequenced GF (red, n = 5) vs CONV-R (turquoise, n = 6) mice. PC1 shows a variance of 25.99% and PC2 of 15.96%. (B) Volcano Plot of differentially expressed genes (DEGs). The genes are color coded according to difference in expression (Log2 fold change, Log2FC) and significance (adjusted p value, p.adjust). Gray: no difference in expression; not significant. Green: difference in expression, but not significant. Blue: significant difference, but the expression change is within [−1,1] Red: significant difference and high range expression change. (C) Heatmap of the top 50 differentially expressed genes in hepatic endothelium comparing GF with CONV-R mice. The gold, violet and green frames highlight DEGs involved in cholesterol metabolism, angiogenesis and sphingosine metabolism, respectively. (D) Gene set enrichment analysis of KEGG pathways. 19 KEGG pathways were significantly enriched at GF housing conditions. Pathways with a positive enrichment score were considered to be activated. The size of the dots corresponds to the number of genes in the reference gene set. The gene ratio is equal to the number of genes in the leading-edge subset divided by the total size of the gene set. The color of the dots corresponds to the adjusted p value (p.adjust; Benjamini-Hochberg method). See also Figures S1, S2, S4, and Table S1.

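The authors also deposited values that they normalized across libraries with the DESeq method, on a log2 scale. Principal components of these values, centred and not scaled, held 26.0% of the variance on PC1 and 16.0% on PC2. On this PC1 every GF mouse lay above every CONV-R mouse (two-sided exact permutation test, p = 0.00216). With these values scaled to unit variance, a setting chosen after the data were seen, the PC1 scores of the groups overlapped (two-sided exact permutation test, p = 0.0411).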

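An adjusted p under 0.05 from edgeR's quasi-likelihood test together with a change beyond 2-fold held for 377 genes, of which 286 were higher and 91 lower in GF ECs. DESeq2 changed this count most among the tests and filters set before the data were examined, to 600 genes, with 438 higher and 162 lower. Of the 50 transcripts labelled in Figure 2C, 38 were higher and 12 lower in GF ECs with an adjusted p under 0.05, and 34 and 8 of these changed beyond 2-fold.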

All identified liver endothelial transcripts that were more than 2-fold increased comparing GF with CONV-R mice and reached a significance level of p.adjust <0.05 (Figure 2B) were presented in a heatmap (Figure 2C) and assigned to their respective functions with regard to EC physiology (Table S1). Thus, by analyzing gene card entries (Rebhan et al., 1998) for the identified up- and downregulated transcripts, and by the analysis of published functions of those genes with regard to EC physiology, we revealed biochemical pathways influenced by the microbiota.

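Of the 25 transcripts that the paper's results text names as higher in GF ECs, 22 had enough counts to be tested by edgeR, and all 22 were higher with an adjusted p under 0.05, 21 of them beyond 2-fold. The 8 named as higher in CONV-R ECs were all lower in GF ECs with an adjusted p under 0.05, 4 of them beyond 2-fold. Because both lists are the paper's own calls on these libraries, their counts carry no measure of stability. The Log2FC of the circadian genes was 3.33 for *Per1* (standard error 0.33, adjusted p = 8.69e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.69 for *Klf15* (adjusted p = 3.75e-05 from the same test). Among transcripts linked to angiogenesis, the Log2FC was 2.99 for *Ccn2*, listed in the count table as *Ctgf*, 2.85 for *Map3k6*, 2.47 for *Cdkn1a*, 1.62 for *Klf9*, 1.41 for *Glul*, 1.23 for *Shroom2*, 1.20 for *Tle1* and 0.92 for *Dusp1*. *Meis2* had a Log2FC of -0.68, *Kank2* of -0.81, *Zbtb21* of -0.83 and *Kazn* of -0.92, while *Fn1* had 2.65 and *Timp4* 2.89. With the mean of 10 Kupffer cell markers as a covariate, chosen after the data were seen, *Meis2*, *Kank2* and *Timp4* had Log2FC values of -0.63, -0.75 and 2.45 and adjusted p values of 0.0874, 0.067 and 0.0774 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With this covariate, 83 of all tested genes had an adjusted p under 0.05. With the same means permuted among the mice of each group, this number had a median of 157 and ran from 72 to 1778. A fall to that median thus came without the measured order of the means. *Klf1* (chromosome 8 of GRCm38, 84901928 to 84905291) had 1 count in all GF libraries together and 12 in all CONV-R libraries, too few to be tested. Without the filter its Log2FC was -2.39, with an adjusted p of 0.406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.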

Interestingly, we identified transcripts engaged in transcriptional regulation (*Meis2*, *Zfp608*, *Zbtb21* upregulated in CONV-R versus Klf1 upregulated in GF), angiogenesis (*Map3k6*, *Ccn2*, *Tle1*, *Zbtb16*, *Cdkn1a*, *Shroom2*, *Dusp1*, *Glul*, and *Klf9*, all upregulated in GF), circadian rhythmicity (*Klf15* and *Per1* upregulated in GF), and cell adhesion (*Kank2*, *Adam19*, and *Kazn* upregulated in CONV-R versus *Fn1*, and *Timp4* upregulated in GF) (Figure 2C).

Although the liver cholesterol-lowering function of the gut microbiota has long been recognized (Wostmann and Wiech, 1961), mainly depending on facilitated excretion caused by microbial biohydrogenation to hydrophilic coprostanol (Pontarollo et al., 2020), the microbiota’s impact on the cellular regulation of hepatic endothelial cholesterol flux remains unresolved. We identified several genes, which determine cholesterol flux, as upregulated in liver ECs of GF mice relative to their CONV-R counterparts (Figure 2C). In contrast to a previous study showing the regulation of the Na^+^-dependent bile acid transporter solute carrier family 10 member 6 (*Slc10a6*) via lipopolysaccharide signaling, depending on the nuclear receptor farnesoid X receptor (FXR) and the retinoid X receptor (Kosters et al., 2016; Sawkat Anwer and Stieger, 2014), we found increased expression of *Slc10a6* at GF housing conditions. 

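With 1 mouse left out at a time, the Log2FC of *Slc10a6* stayed between 3.34 and 3.57. Every GF mouse had a higher value than every CONV-R mouse (two-sided exact permutation test, p = 0.00216, the smallest p that 5 mice against 6 allow).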

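*Tsc22d1*, on chromosome 14 of GRCm38 from 76414961 to 76507765, had 291 ± 49.9 CPM in GF ECs (SD, n = 5 mice) and 107 ± 18.6 in CONV-R ECs (SD, n = 6). The Log2FC of 1.44 had a standard error of 0.14 and an adjusted p of 6.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it stayed between 1.38 and 1.54 with 1 mouse left out at a time.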

In line with increased plasma lipoprotein levels at chow diet at GF housing conditions (Kiouptsi et al., 2019), expression of *Tsc22d1*, encoding a transcription factor that is critically involved in the formation of high-density lipoprotein (HDL) particles (Jäger et al., 2014), was increased in the hepatic endothelium of GF mice. Moreover, *lipase A*, coding for the enzyme hydrolyzing cholesteryl esters and triglycerides in the lysosome, that is a known regulator of the mTOR pathway and the endothelial barrier (Zhao et al., 2014, 2017), was upregulated at GF housing conditions.

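*Lipa*, the gene of lipase A, lies on chromosome 19 of GRCm38 from 34492318 to 34527474. It had 268 ± 25.1 CPM in GF ECs (SD, n = 5 mice) and 127 ± 14.7 in CONV-R ECs (SD, n = 6), a Log2FC of 1.08 (standard error 0.11, adjusted p = 9.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 mouse at a time gave values from 1.03 to 1.13.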

Strikingly, our transcriptome analysis revealed a highly significant microbiome-dependent suppression of gene functions that mediate the endogenous synthesis of sphingosine-1-phosphate (S1P). The S1P synthesis pathway in the liver sinusoidal endothelium of GF mice was consistently upregulated (Figures 2B and 2C; Table S1). 

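*Acer2* (chromosome 4 of GRCm38, 86874396 to 86934822) had 1368 ± 256 CPM in GF ECs and 520 ± 50.2 in CONV-R ECs (SD, n = 5 and 6 mice), a Log2FC of 1.40 (standard error 0.12, adjusted p = 2.75e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Abcg2* (chromosome 6, 58584523 to 58695676) had 168 ± 51.7 and 50.7 ± 8.43 CPM in the same groups, a Log2FC of 1.73 (standard error 0.18, adjusted p = 1.25e-05 from the same test). *S1pr1* (chromosome 3, 115710433 to 115715072) had 482 ± 74.1 and 146 ± 8.03 CPM, a Log2FC of 1.72 (standard error 0.11, adjusted p = 1.1e-07 from the same test). For these genes and for *Sgms1*, the values of the groups did not overlap.

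**Figure D1:**
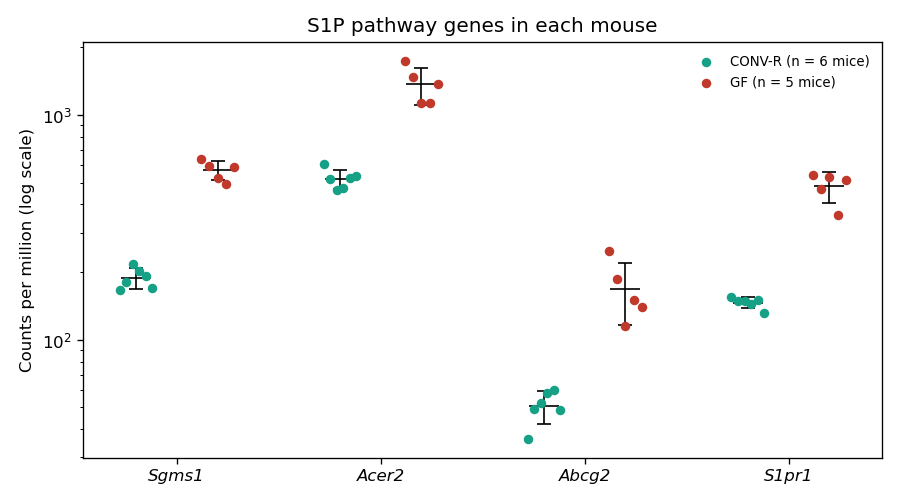
Counts scaled to library size (CPM) of *Sgms1*, *Acer2*, *Abcg2* and *S1pr1* in each of the 6 CONV-R and 5 GF mice on a log axis, with the mean and SD of each group. For each gene, all GF mice sit above all CONV-R mice.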

Key enzymes of the sphingolipid metabolism such as sphingomyelin-synthase-1 (*Sgms1*) that catalyzes the conversion of sphingomyelin to ceramide, alkaline ceramidase-2 (*Acer2*), converting ceramide to the signaling active metabolite S1P, the S1P-transporter ATP-binding cassette superfamily 6 member 2 (*Abcg2*), and also the 7-helix G-protein coupled S1P-receptor (*S1pr1*) were upregulated at GF housing conditions, demonstrating that this pathway is effectively suppressed by the presence of microbiota (Figures 2B and 2C; Table S1). The S1P pathway is a pivotal regulatory pathway of vascular function. S1P signaling is critically involved in endothelial proliferation and cell migration (Kimura et al., 2000), angiogenesis (Cyster and Schwalb, 2012), cell survival (Kwon et al., 2001), acts pro-inflammatory and ensures control of the endothelial barrier (McVerry and Garcia, 2004; Feistritzer and Riewald, 2005).

In support of the microbiota-dependent regulation of several pathways in the sinusoidal liver endothelium, gene set enrichment analysis (GSEA) revealed 19 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways that were significantly enriched. All pathways, except for the IL-17 signaling pathway, were activated in GF relative to CONV-R mice (Figure 2D). 

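KEGG's gene lists were not used here. The genes were ranked by edgeR's Log2FC, as the paper ranked them by log fold change, and tested with fgsea against Reactome's mouse pathways of 10 to 500 tested genes. Of 804 pathways, 35 had a Benjamini-Hochberg adjusted p under 0.05, all 35 with a positive enrichment score in GF relative to CONV-R ECs. Extracellular matrix organization had a normalized enrichment score of 2.17 (adjusted p = 1.17e-06 from fgsea, by permutation) and integrin cell surface interactions one of 2.19. The 35 also held the innate immune system (1.72), Fcgamma receptor dependent phagocytosis (1.76) and the complement cascade (1.83). Kupffer cell markers were higher in GF ECs too, and the pathways were not tested with their mean as a covariate. RNA from Kupffer cells may therefore account for part of these scores. Ranking the genes by the signed F statistic instead moved the count most, to 86 pathways, 84 with a positive and 2 with a negative score.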

The distribution of Log2FC of the genes associated with each pathway is shown in Figure S1A. Strikingly, GSEA identified a highly significant microbiome-dependent suppression of gene functions that mediate the endogenous synthesis of S1P. 

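Of the 25 genes read from the sphingolipid pathway drawn in Figure 4A, 21 had enough counts to be ranked by edgeR's Log2FC. In fgsea, which permutes genes rather than mice, their normalized enrichment score was 1.54 (permutation p = 0.0392). Of the alternatives set before the data were examined, limma's camera moved the p of these genes most, to 0.000351. With 1 mouse left out at a time the permutation p ran from 0.00386 to 0.0437. Among the Reactome pathways with an adjusted p under 0.05, sphingolipid metabolism had 50 tested genes and a score of 1.82 (adjusted p = 0.0195 from fgsea, by permutation), and sphingolipid de novo biosynthesis an adjusted permutation p of 0.0459. The mean log2 CPM of the 21 genes was higher by 0.33 in GF than in CONV-R mice (two-sided exact permutation test over the mice, p = 0.00649).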

The sphingolipid metabolism pathway in the sinusoidal liver endothelium of GF mice was significantly upregulated (Figures 2D and S1B). The running enrichment score and the ranked list metric for the sphingolipid metabolism pathway are shown in Figure S1B.

Using the online tool REVIGO, we performed separate gene ontology (GO) enrichment analyses for the 932 upregulated and 605 downregulated DEGs (Supek et al., 2011). Thus, we categorized the resulting GO terms (p.adjust <0.01) according to their biological processes, cellular components and molecular functions. Redundant GO terms were removed and the remaining terms were grouped by relevant categories. In the “Biological Process” category (Figure S2, blue bars), transcripts upregulated in GF mice (absence of bacteria) were significantly enriched for functions related to the regulation of phosphate metabolism, regulation of protein modification, regulation of cell proliferation, enzyme linked receptor protein signaling, reactive oxygen species biosynthetic process, regulation of signal transduction, innate immune response, immune system process, tube morphogenesis, and apoptotic process. In contrast, CONV-R housing conditions led to an increased expression of genes identified with GO terms for cellular response to stress, cell division, vesicle docking, regulation of adherence junction organization, DNA conformation change, pyrimidine deoxyribonucleoside triphosphate, pentose-phosphate shunt (non-oxidative branch), positive regulation of alcohol biosynthesis, establishment of protein localization, and smoothened signaling pathway. In addition to the analysis of “Biological Process”, we performed a GO term analysis for “Cellular Component” (Figure 1, Figure 2, Figure 3, Figure 4orange bars) and “Molecular Function” (Figure S2, gray bars). 

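GO lists were not used here. For cell division, the 86 tested S-phase and G2/M-phase genes supplied with Seurat had a normalized enrichment score of -1.40 in fgsea (permutation p = 0.0296), with a median Log2FC of -0.10. Ranking by the signed F statistic gave a permutation p of 0.310. The mean of these genes in each mouse did not differ between GF and CONV-R mice (two-sided exact permutation test, p = 0.223).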

In summary, the identified differentially expressed genes, involving all three GO term categories, suggest that the functionality of the microvascular liver endothelium is strongly affected by the host colonization status.

### Conventionalization experiments confirm microbiota-induced suppression of the hepatic endothelial sphingolipid synthesis pathway

In line with our RNA-sequencing data, qRT-PCR analyses on independent MACS-sorted liver sinusoidal EC isolations confirmed reduced mRNA expression of *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* in CONV-R mice relative to their GF counterparts (Figure 3A). Conventionalization of GF mice by a 4-week colonization with the cecal content harvested from a CONV-R mouse (conventional-derived; CONV-D) confirmed that the suppression of the sphingolipid synthesis pathway is a dynamic and colonization-induced process (Figure 3B). Similar to CONV-R mice, CONV-D mice showed reduced expression levels of *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* relative to GF controls. Next, we monocolonized GF mice with the gram-negative anaerobe *Bacteroides thetaiotaomicron*, a common symbiont of the lower intestine (Xu et al., 2003), to check if even colonization with a single microbial species yielded similar results. Notably, *B. thetaiotaomicron* was chosen for monocolonization, as this bacterium induces angiogenesis and vascular remodeling in the small intestine (Stappenbeck et al., 2002). Monocolonization of GF C57BL/6J mice was confirmed by PCR-amplification of a 721 bp product with *B. thetaiotaomicron*-specific 16S rDNA primers (Figure S3A and S3B) (Teng et al., 2000). However, monocolonization of GF mice was insufficient to suppress these components of the hepatic endothelial sphingolipid metabolism (Figure 3C).

**Figure 3:**
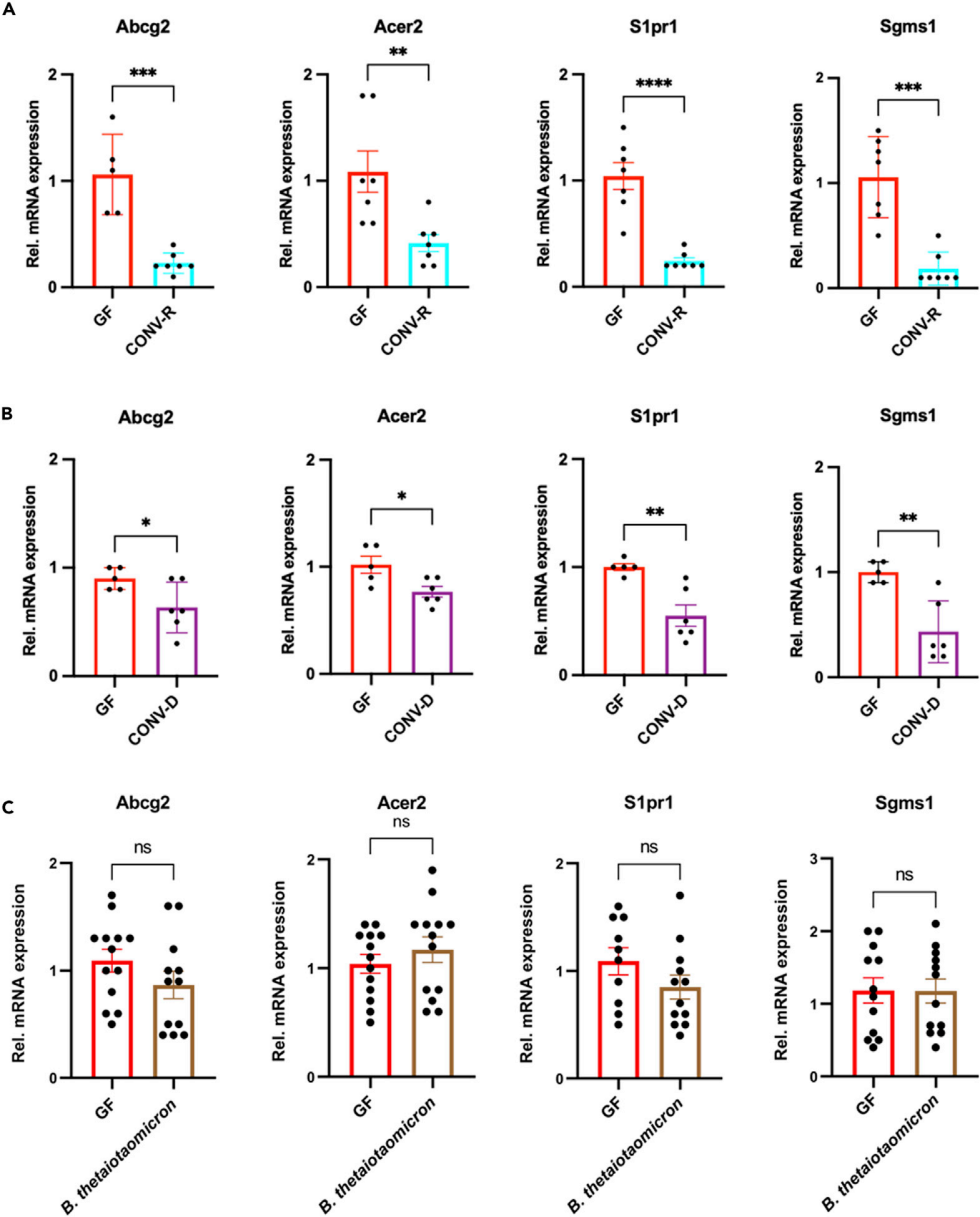
Relative mRNA expression of identified microbiota-regulated genes of the sphingolipid metabolism in MACS-isolated hepatic endothelial cells at various colonization conditions (A) qRT-PCR quantification of mRNA levels of *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* in MACS-sorted liver endothelial cells of germ-free (GF; red bars; N = 5–7 mice per group) vs. conventionally raised mice (CONV-R, turquoise bars; N = 7 mice per group); male mice were analyzed. (B) qRT-PCR quantification of mRNA levels of *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* in MACS-sorted liver endothelial cells comparing germ-free (GF; red bars; N = 5 mice per group) vs. conventionally derived mice (CONV-D, purple bars; N = 6 mice per group); 4 weeks colonization period, mixed groups were analyzed. (C) qRT-PCR quantification of mRNA levels of *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* in MACS-sorted liver endothelial cells comparing germ-free (GF; red bars; N = 10–13 mice per group) vs. *Bacteroides thetaiotaomicron*-monocolonized mice (brown bars; N = 12–13 mice per group); 4 weeks colonization period, male mice were analyzed. See also Figure S3. Results are presented as mean ± S.E.M. ∗ = p < 0.05; ∗∗ = p < 0.01; ∗∗∗ = p < 0.005; ∗∗∗∗ = p < 0.001.

In support of our RNA-sequencing data (Figure 2C), qRT-PCR analyses demonstrated a microbiota-dependent reduction of the mRNA expression of *Slc10A6*, *Lipa*, and *Tsc22d1* in isolated liver sinusoidal ECs, both in the GF vs CONV-R comparison and in the conventionalization experiment (Figures S4A and S4B). Similar to the microbiota’s impact on sphingolipid metabolism, the regulation of genes involved in cholesterol flux was not dependent on *B. thetaiotaomicron*, as monocolonization with this gut bacterium did not alter the mRNA expression levels of the identified microbiota-regulated genes (Figure S4C). Thus, our results identified the colonization-dependent suppression of distinct elements of the hepatic endothelial sphingolipid pathway and of genes involved in cholesterol flux.

### KEGG pathway analysis highlights the upregulation of key elements of hepatic endothelial sphingolipid metabolism

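Of the 21 tested genes among those drawn on the sphingolipid map, 17 had a higher and 4 a lower value in GF ECs, with a median Log2FC of 0.17. An adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment held for 6 of them, whether adjusted over all tested genes or over these genes alone. Of these 6, *Cers6* had a Log2FC of 1.61, *Psap* of 1.04, *Cerk* of 0.54 and *Acer3* of -0.52, and the others were *Sgms1* and *Acer2*. The adjusted p of *Cers6* was 0.0154 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.052 in limma voom. Without GF replicate 6, *Cers6* had a Log2FC of 1.07 and an adjusted p of 0.0605 from the same edgeR test. With the mean of the Kupffer cell markers as a covariate, chosen after the data were seen, the Log2FC of *Cers6*, *Psap*, *Cerk* and *Acer3* was 0.14, 0.98, 0.41 and -0.59, with adjusted p values of 0.970, 0.215, 0.538 and 0.277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their correlations with this mean within groups were 0.825, 0.158, 0.327 and 0.174 in this order. RNA from Kupffer cells may thus account for the higher value of *Cers6*. The enrichment of the sphingolipid genes was not tested with this covariate.

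**Figure D2:**
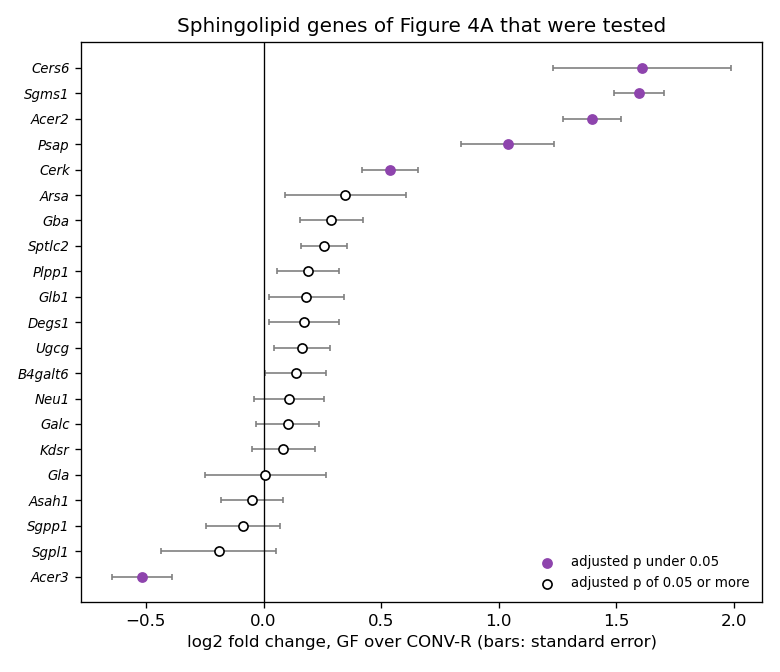
Log2 fold change in GF relative to CONV-R ECs of the 21 tested sphingolipid genes drawn in Figure 4A, with bars for the standard error and filled points for an adjusted p under 0.05. The values run from -0.52 for *Acer3* to 1.61 for *Cers6*.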

Visualization of the Kyoto Encyclopedia of Genes and Genomes (KEGG) sphingolipid metabolism pathway emphasized the important regulatory role of the gut microbiota on key enzymes of the hepatic endothelial sphingolipid pathway. 

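*Smpd3* (chromosome 8 of GRCm38, 106252548 to 106337988) had 141 counts in the 5 GF libraries together and 32 in the 6 CONV-R libraries, or 2.71 ± 2.58 and 0.418 ± 0.18 CPM (SD), too few to pass edgeR's filter. Without the filter its Log2FC was 2.62, with an adjusted p of 0.00808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This value is not comparable with those of the filtered fit. In the same test *Slc10a6* had an adjusted p of 2.64e-16 without the filter and 1.1e-07 with it, while 844 of the 965 genes called with the filter were called without it. The values of the groups differed in a two-sided exact permutation test over the mice (p = 0.0498).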

Importantly, *Sgms1* and *Smpd3*, both of which catalyze the conversion of sphingomyelin to ceramide, were upregulated at GF housing conditions (Figure 4A). Furthermore, *Acer2*, which converts ceramide to sphingosine and *Sphk1*, catalyzing the phosphorylation of sphingosine to the signaling active metabolite S1P, was also overexpressed in the liver sinusoidal ECs of GF mice (Figures 2B and 4A), demonstrating that the presence of microbiota effectively suppresses this pathway.

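*Sphk1* (chromosome 11 of GRCm38, 116530925 to 116536674) had 45 counts in the 5 GF libraries together and 8 in the 6 CONV-R libraries, too few to pass edgeR's filter. Its mean was 0.887 ± 0.633 CPM in GF and 0.0988 ± 0.105 in CONV-R ECs (SD). Without the filter its Log2FC was 2.96, with an adjusted p of 0.0741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while DESeq2 gave a Log2FC of 3.10 and a Benjamini-Hochberg adjusted p of 0.0329. A two-sided exact permutation test over the mice gave p = 0.0216.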

**Figure 4:**
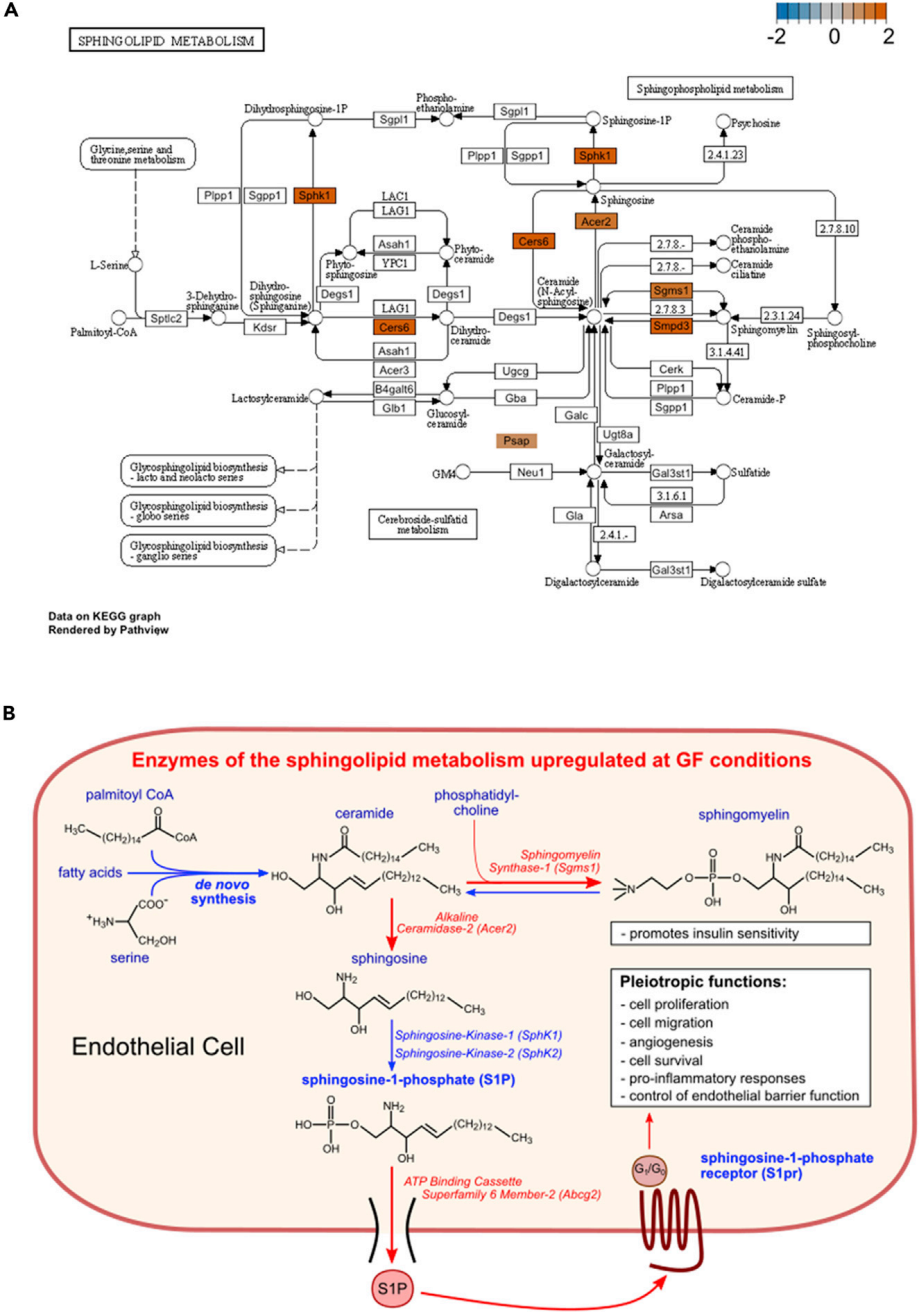
Pathway analysis identifies an upregulation of sphingolipid metabolism in hepatic sinusoidal endothelium at germ-free housing conditions (A) Sphingolipid metabolism Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway visualization. Differentially expressed genes of the sphingolipid KEGG pathway are colored according to their Log2 fold change (Log2FC). Positive Log2FC values (red) indicate genes that are upregulated in germ-free (GF) mice relative to conventionally raised (CONV-R) mice. (B) Illustration of the sphingolipid metabolism found upregulated in hepatic endothelial cells of GF mice relative to CONV-R counterparts.

Taken together, our analyses indicate that GF housing conditions favor the conversion of ceramide to sphingomyelin by upregulation of *Sgms1,* as well as the conversion of ceramide to sphingosine by *Acer2* (Figure 4B). Furthermore, our results suggest that in the liver sinusoidal endothelium of GF mice, the release of S1P and endothelial S1P-receptor expression might be enhanced.

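With 1 mouse left out at a time, the Log2FC of *Sgms1* lay between 1.55 and 1.64 and that of *Acer2* between 1.30 and 1.46.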

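Leaving out 1 mouse at a time gave a Log2FC between 1.68 and 1.81 for *S1pr1* and between 1.54 and 1.84 for *Abcg2*. The release of S1P was not measured in these libraries.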

## Discussion

Our study on GF and colonized C57BL/6J mice defined the liver sinusoidal endothelium as a vascular bed that is subjected to intense microbiome-induced transcriptome changes, affecting the expression of genes involved in metabolism, angiogenesis, circadian rhythmicity, signaling processes and sphingolipid metabolism. Based on colonization experiments, our study put focus on the microbiota’s role in regulating the sphingolipid synthesis pathway in the hepatic sinusoidal endothelium, identifying a new metabolic aspect of microbiota-host interaction in the vascular gut-liver axis.

The here uncovered upregulation of the sphingolipid synthesis-pathway in the sinusoidal liver endothelium of GF mice (Figures 2C, 3A, 3B, and 4) is intriguing as these data complement a recent metabolomics study (Johnson et al., 2020). Importantly, the identified enzymes of the sphingolipid metabolism were confirmed by qRT-PCR in independent EC isolations (Figures 3A and 3B). Both, functional scoring analysis (GSEA), as well as pathway assignment based on gene card entries and KEGG pinpointed the regulation of hepatic endothelial sphingolipid synthesis by the gut microbiota (Figures 2D and 4A; Table S1). Our results add to the seminal work of Johnson et al. (Johnson et al., 2020), who recently identified Bacteroidetes (i.e. *B. thetaiotaomicron*), the major phylum of the mammalian gut microbiota, as a relevant source of sphingolipids. This recent study demonstrated that, dependent on microbial palmitoyltransferase functions, microbiota-derived sphingolipids are transferred to the epithelial lining of the intestine and taken up via the portal vein, impacting host ceramide and sphingomyelin levels in the liver. Our results imply that in the absence of microbiota, the host’s capacity of endogenous sphingosine synthesis is enhanced by the liver endothelium to ensure S1P-signaling, which is in line with the suppression of the endogenous synthesis pathway by exogenous *Bacteroides*-derived sphingolipids, i.e. by gut bacterial sphinganine (Johnson et al., 2020). Thus, our transcriptomics data are in agreement with the results from a gut epithelial Caco-2 cell culture model and in line with gnotobiotic monocolonization experiments testing the impact of *Bacteroides thetaiotaomicron* wild-type and mutant strains on GF Swiss Webster mice, confirming the microbiota’s regulatory role as a rich source of sphingolipids. Microbiota-derived sphingolipids can exert immunological properties, as described for the glycosphingolipid α-galactosylceramide produced by *Bacteroides fragilis*, an agonist of CD1d-restricted natural killer T cells (Wieland Brown et al., 2013). However, in contrast to conventionalization with a cecal gut microbiota from a CONV-R donor mouse, our monocolonization experiments with *B. thetaiotaomicron* on GF C57BL/6J mice did not suppress the identified microbiota-regulated transcripts *Abcg2*, *Acer2*, *S1pr1*, and *Sgms1* as part of the sphingolipid synthesis pathway. This suggests that other gut resident bacteria may regulate the expression of enzymes of the hepatic endothelial sphingolipid pathway.

In conclusion, our comparative whole-transcriptome analysis on GF vs. CONV-R mice unambiguously demonstrates that hepatic ECs are a prominent site for the microbiota’s action on host sphingosine-metabolism but also on other key metabolic processes (e.g. cholesterol flux, bile acid metabolism), and angiogenesis (Figures 2C, 2D, and 3; Table S1). Considering the broad influence of the gut microbiota on sphingosine-metabolism, both as a signaling-relevant source of sphingolipids (Wieland Brown et al., 2013; Johnson et al., 2020) and through the regulation of the expression of key functions of that meta-organismal lipid metabolic pathway, it is of paramount importance to delineate how this microbiota-host interaction integrates into the physiology of different vascular beds. The revealed link between the microbiota and hepatic endothelial function is of high translational value as the S1P pathway affects cardiovascular disease development and vascular thrombosis (Mahajan-Thakur et al., 2015).

Evidence linking the intestinal microbiome to the pathophysiology of liver disease is steadily increasing. Most importantly, dysbiosis in non-alcoholic fatty liver disease (NAFLD), constituting the most prominent liver pathology, has been linked to disease stage and treatment response (Mouzaki and Loomba, 2020). In patients with NAFLD, diet and exercise have profound effects on the gut microbiome (Armandi and Schattenberg, 2021; Huber et al., 2019). Gut microbiota signatures have been explored as biomarkers of disease severity and as markers in pharmacotherapy – in particular when involving bile acid metabolism (Loomba et al., 2021). The novel link of the microbiome and liver ECs, that we explored in the present study, expands the established role of liver ECs in regulating the innate immune system (Knolle and Wohlleber, 2016) and provides the rationale for future explorations. In perspective, the exploration of our findings on the microbiota-endothelial cross talk and in particular the hepatic endothelium in liver cirrhosis, portal hypertension and NAFLD seems warranted. Furthermore, since aging is characterized by the defenestration of the hepatic sinusoidal endothelium, a potential driver of disrupted lipid metabolism and atherosclerosis (Le Couteur et al., 2002), the functional genomics of this organotypic EC type awaits further exploration by analyzing aged gnotobiotic mouse models of hyperlipidemia.

### Limitations of the study

While a 98% purity was achieved by MACS sorting for the EC marker CD146 followed by FACS to select for CD31^+^, CD105^+^, and CD146^+^ ECs, the viability of the sorted cells was low. Therefore, to enable efficient sequencing, a WTA step to yield sufficient cDNA amounts was required. Although the microbiota-regulated transcripts were validated by qRT-PCR on independent samples, our study lacks comprehensive validation on the protein level. In future work, it will be most interesting to test the functional importance of endothelial sphingolipid synthesis and cholesterol flux by quantitative lipidomics analyses.

## STAR★ Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-mouse CD31 (PECAM-1)	Cell signaling Technology	Cat#: 77699
AF555 conjugated donkey anti-rabbit	Life Technologies	Cat#: A31572
FITC Anti-mouse CD146	Biolegend	Cat#: 134705 RRID:AB_2143526
PE anti-mouse CD31	Biolegend	Cat#: 102407 RRID:AB_312902
APC anti-mouse CD105	Biolegend	Cat#120413 RRID:AB_2277915
Fixable Viability Dye eFluor 780	Invitrogen	Cat#: 65-0865

**Bacterial and virus strains**		

*Bacteroides thetaiotaomicron*	DSMZ-German Collection of Microorganisms and cell cultures GmbH	Cat#: DSM2079

**Chemicals, peptides, and recombinant proteins**		

Dulbecco’s Modified Eagle Medium (DMEM) with glutamine	Thermo Fisher Scientific	Cat#: 61965-026
CD146 MicroBeads	Miltenyi Biotec	Cat#: 130-092-007
LS Column	Miltenyi Biotec	Cat#: 130-042-401
ReliaPrep™ RNA Tissue Miniprep System kit	Promega	Cat#: Z6112
High Sensitivity RNA ScreenTape System	Agilent	Cat#: 5067- 5579
Roti Histofix	Carl Roth	Cat#: P087
Dako Faramount Aqueous Mounting Medioum	Dako	Cat#: S3025
TO-PRO™-3 Iodide	Thermo Fisher Scientific	Cat#: T3605
iTaq Universal SYBR Green Supermix	Biorad	Cat#: 1725121
blocking solution	Dako	Cat#: S3022

**Critical commercial assays**		

Liver Dissociation Kit	Miltenyi Biotec	Cat#: 130-105-807
Quant-iT RNA HS Assay kit	Thermo Fisher Scientific	Cat#: Q32852
Ovation RNA-Seq System V2 kit	NuGen	Cat#: 7102
TruSeq DNA Nano Kit	Illumina	Cat#: 20015964
High Capacity cDNA Reverse Transcriptase Kit	Thermo Fischer Scientific	Cat#: 4368814

**Deposited data**		

RNA-seq data	This paper	Gene Expression Omnibus: GSE180520

**Experimental models: Organisms/strains**		

C57BL/6J	The Jackson Laboratory	Cat#: JAX:000664 RRID:IMSR_JAX:000664

**Oligonucleotides**		

Primers for qPCR see Table in Method details	Primer bank Harvard https://pga.mgh.harvard.edu/primerbank/	Thermo Fisher Scientific

**Software and algorithms**		

Trim Galore version 0.4.4		
STAR version 2.5.2b		
featureCounts version 1.5.2		
Graphpad version 9.1.2		
REVIGO	Java web application	http://revigo.irb.hr
clusterProfiler v3.16.1	Bioconductor	https://bioconductor.org/
pathview v1.28.1	Bioconductor	https://bioconductor.org/
Olympus cellSens Dimension Desktop	Olympus	https://www.olympus-lifescience.com/en/software/cellsens/

**R package Algorithms**		

DESeq2, stats version 3.6.3		
ggplot2 version 3.3.3		
EnhancedVolcano version 1.6.0		
gplots version 3.1.1		

**Other**		

gentleMACS C-Tube	Miltenyi Biotec	Cat#: 130-093-237
gentleMACS Octo Dissociator	Miltenyi Biotec	Cat#: 130-096-427

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Christoph Reinhardt (Christoph.Reinhardt @unimedizin-mainz.de).

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Microbe strains

*Bacteroides thetaiotaomicron* (Cat#DSM2079) glycerol stock solutions were kept at -80°C. Before the gavage, an aliquot was cultured in Brain Heart Infusion Broth (Sigma Aldrich, Missouri, USA) at 37°C under continuous shaking (250 rpm) for 48 hours, until the optical density of the suspension at 600 nm (OD_600 nm_) reached 0.6.

#### Animals

C57BL/6J (RRID: IMSR_JAX:000664) mice were maintained as germ-free (GF) mouse colonies in sterile flexible film mouse isolator systems. The GF status of mice was verified every second week by 16S rDNA PCR and by culture testing. Conventionally raised (CONV-R) specific-pathogen-free (SPF) C57BL/6J mice originated from the same colonies. All the compared groups were fed the same standard laboratory diet. All experimental animals were 10 to 12 weeks old male mice housed in the Translational Animal Research Center (TARC) of the University Medical Center Mainz under SPF or GF conditions in EU (European Union) type II cages with 2 to 5 cage companions with standard autoclaved lab diet and water ad libitum, 22±2°C room temperature and a 12 hours light/dark cycle. All groups of mice were age-matched and free of clinical symptoms. For mono-association experiment, GF mice were colonized for 4 weeks with the bacterium *Bacteroides thetaiotaomicron* by oral gavage once with 200 μl of *B. thetaiotaomicron* culture. After a colonization period of 4 weeks, mice were sacrificed, and the liver was excised. GF C57BL/6J wild type animals were used as controls. For the conventionalization experiment (conventional-derived; CONV-D) cecal content of age-matched conventionally raised mice was suspended in 400 μl of sterile PBS. GF mice were gavaged with 100 μl of the suspension, and GF wild type C57BL/6J mice were used as controls. All procedures performed on mice were approved by the local committee on legislation on protection of animals (Landesuntersuchungsamt Rheinland-Pfalz, Koblenz, Germany; G17-1-075).

### Method details

#### Isolation of liver endothelial cells

Mice were sacrificed by cervical dislocation and the liver was excised. Liver endothelial cells were isolated using a Liver Dissociation Kit (Miltenyi BiotecBergisch Gladbach, Germany). The excised liver was transferred into a gentleMACS C-Tube (Miltenyi Biotec), the dissociation mix was added and the tubes were placed on the gentleMACS Octo Dissociator with Heaters for 34 minutes (Miltenyi Biotec). After termination of the program, the cell suspension ran through a MACS SmartStrainer (100 μm, Miltenyi Biotec) and was washed with 5 ml Dulbecco’s Modified Eagle Medium (DMEM) with glutamine (Thermo Fisher Scientific, Waltham, USA). The filter was discarded and the cell suspension was centrifuged at 300xg for 10 minutes. The supernatant was discarded and cells were resuspended in PEB buffer (phosphate-buffered saline (PBS), pH 7.2, 2 mM EDTA and 0.5% bovine serum albumin (BSA)).

#### Magnetic cell separation

The number of pelleted cells was determined with a Neubauer counting chamber and CD146 MicroBeads (Miltenyi Biotec) were added to the cell pellet volume in a 1:9 ratio. The cell suspension was mixed and incubated for 15 minutes in the refrigerator at 4°C. After the incubation, the cells were washed with 1 ml of PEB buffer and centrifuged at 300xg for 5 minutes. The supernatant was discarded. The LS Column (Miltenyi Biotec) was placed into the magnetic field of a MACS Separator and the column was prepared by rinsing with 3 ml of PEB buffer. The washed cells were resuspended in 500 μl of PEB Buffer and applied onto the LS Column. The protocol was followed by three washing steps with 3 ml of PEB Buffer each. After the washing step, the LS Column was removed from the MACS separator and placed on a suitable collection tube. 5 ml of PEB buffer were pipetted onto the column and all CD146^+^ cells were flushed out by using a plunger.

#### Flow cytometric analyses

Liver endothelial cells were identified using fluorophore-coupled antibodies. Cells were stained for the cell surface markers CD146 (Biolegend, San Diego, USA), CD31 (Biolegend, San Diego, California, USA), and CD105 (Biolegend) to identify liver sinusoidal endothelial cells (Strauss et al., 2017). To separate dead from living cells, we used the fixable viability dye eFluor 780 (eBioscience, San Diego, California, USA). Flow cytometric analysis and sorting of cells was performed with a BD FACSAria^TM^ II analytical flow cytometer (BD Biosciences, Franklin Lakes, New Jersey, USA).

#### Isolation of total RNA

For the isolation of total RNA we used the ReliaPrep™ RNA Tissue Miniprep System kit (Promega, Madison, Wisconsin, USA). RNA-Isolation was performed according to the manufacturer’s instructions.

#### Whole-transcriptome amplification and RNA sequencing

Concentration and quality of the isolated RNAs were assessed using the Quant-iT RNA HS Assay kit (Molecular Probes, Eugene, Oregon, USA) on a Qubit fluorometer (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and using the High Sensitivity RNA ScreenTape System (Agilent, Santa Clara, California, USA) on a Tapestation (Agilent). Whole-transcriptome amplification (WTA) was carried out using the Ovation RNA-Seq System V2 kit (NuGen, Redwood City, California, USA) according to the manufacturer’s instructions with 20 ng total RNA as input for first-strand cDNA synthesis. The double-stranded cDNAs from the WTA were then used as input for the TruSeq DNA Nano Kit (Illumina, San Diego, California, USA) to prepare barcoded sequencing libraries following the manufacturer’s instructions with the exception of omitting the cDNA synthesis steps and directly proceeding to adapter ligation. All samples were sequenced using an Illumina HiSeq 4000 sequencer (Illumina) with an average of 9 million single-end reads (1x 50 bp) at IKMB NGS core facility (Institute of Clinical Molecular Biology, Christian-Albrechts-University, Kiel, Germany).

#### Gene ontology term analysis

For the calculation of semantic similarity measures between different GO terms, we used the tool REVIGO a server-side Java web application on a Glassfish 3 server. REVIGO is available from http://revigo.irb.hr. We used a small (0.5) similarity for our analysis and the database for the species *Mus musculus*. For the semantic similarity we used SimRel.

#### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) of KEGG pathways was performed with clusterProfiler v3.16.1. The input genes were ranked according to their log fold change from the differential expression analysis. Genes with low counts as identified by the independent filtering step in the DESeq2 analysis were not included in the GSEA. Pathways with an adjusted p-value less than 0.05 were considered significantly enriched. Multiple comparisons adjustment was performed with the Benjamini-Hochberg method. Visualization of selected enriched KEGG pathways was facilitated with pathview v1.28.1.

#### Immunofluorescence staining

Mice were sacrificed and liver tissue was excised and fixed in 4% paraformaldehyde (Carl Roth, Karlsruhe, Germany) and processed for paraffin embedding at University Medical Center Mainz, Core Facility Histology. Sections were dewaxed and heat-induced epitope-retrieval was carried out using 10 mM citrate buffer, pH 6. Following blocking with ready to use blocking solution (Dako, Jena, Germany) for 30 minutes at room temperature, rabbit anti-mouse CD31 (PECAM-1) (Cell Signaling Technology, Danvers, Massachussets, USA) was applied at 1:100 (v/v) dilution in Dako blocking solution and incubated at 4^o^C overnight in a humid chamber. After washing the slides with PBS containing 0.1% (v/v) tween-20 (PBST), sections were incubated with AF555 conjugated donkey anti-rabbit secondary antibody (Life Technologies, Carlsbad, California, USA) at dilution 1:500 in blocking solution for 1 hour at room temperature. After washing, sections were counter stained with TO-PRO™-3 Iodide (ThermoFisher Scientific) at 1:100 (v/v) dilution in PBS for 30 minutes at room temperature. Slides were washed and mounted using Dako Faramount Aqueous Mounting Medium (Dako). Images were captured using a Zeiss Observer Z1 Axio LSM and ZEN 2009 imaging software. Vascularized area in comparision to the total area was determined using Olympus cellSens Dimension Desktop software.

#### Quantitative real-time polymerase chain reaction

Isolated mRNA from isolated liver endothelial cells of GF and CONV-R were converted into cDNA with High Capacity cDNA Reverse Transcriptase Kit (Life Technologies, Thermo Fisher Scientific, Waltham, USA). In brief, 2 μg of total RNA was mixed with 2 μl RT Buffer, 0.8 μL dNTP Mix, 2 μl RT Random Primers, 1 μl reverse transcriptase in a final volume of 20 μl. cDNA Transcription was performed according to the manufacturer’s instructions. The cDNA was diluted by adding 380 μl of RNase-free water. Relative mRNA Expression was quantified by qTOWER^3^ G (Analytic Jena AG, Jena, Germany) using iTaq Universal SYBR Green Supermix (Biorad Laboratories Inc., Hercules, California, USA). Reaction was performerd in the final volume of 25 μl according to the manufacturer’s instructions. Each analysis was performed in triplicates. Cycle threshold (Ct) values were analyzed. For calculation of relative mRNA expression levels, the mean values of the Ct values that were normalized against the house keeping gene GAPDH, were used. The primer sequences used are:

**Table:** 

Primer	Gene	Sequence [5′ → 3′]
Slc10A6 for	Solute Carrier Family 10 Member 6	GGAGGGCCATGCGAATCTAAA
Slc10A6 rev		TGTCAGAGGCATAAGTCCAAAC
Lipa for	Lysosomal acid Lipase A	TGTTCGTTTTCACCATTGGGA
Lipa rev		CGCATGATTATCTCGGTCACA
Tsc22d1 for	Transforming growth factor beta stimulated Protein TSC-22	CCAGTGGCGATGGATCTAGGA
Tsc22d1 rev		CTTGCACCAGAGCTATTGTCA
Abcg2 for	ATP-binding cassette subfamily G Member 2	CCAGTGGCGATGGATCTAGGA
Abcg2 rev		CTTGCACCAGAGCTATTGTCA
S1pr1 for	Sphingosine-1-phosphate receptor 1	ATGGTGTCCACTAGCATCCC
S1pr1 rev		CGATGTTCAACTTGCCTGTGTAG
Acer2 for	Alkaline Ceramidase 2	TGTGGCATATTCTCATCTGCCT
Acer2 rev		CAATAAAAGCCCATTTCTCGCTG
Sgms1 for	Sphingomyelin Synthase 1	TTGGCACGCTGTACCTGTATC
Sgms1 rev		CAGTCTCCAAAGAGCTTCGGA
GAPDH for	Glycerinaldehyd-3-phosphat-Dehydrogenase	TGCCACTCAGAAGACTGTGG
GAPDH rev		TTCAGCTCTGGGATGACCTT

### Quantification and statistical analysis

#### Statistical analysis

The RNA-seq data were processed using an in-house pipeline (https://github.com/nf-core/rnaseq). Briefly, adapters and low-quality bases from the RNA-seq reads were removed using Trim Galore (version 0.4.4). The filtered reads were mapped to the mouse genome (GRCm38) using STAR aligner (version 2.5.2b). One sample of the GF genotype was removed from further analyses due to a significantly lower number of mapped reads. Expression counts of the transcripts were estimated using featureCounts (version 1.5.2) and then normalized across samples using the DESeq (Love et al., 2014) normalization method. DEseq2 was also used to determine differentially expressed genes. Genes were considered significantly differentially expressed if the adjusted *p-value* (Benjamini-Hochberg multiple test correction method) was less than 0.05. The principal component analysis (PCA) plot was calculated using stats package (v 3.6.3) and the figure using ggplot2 (v 3.3.3). Volcano plots were used to visualize the differentially expressed genes highlighting expression changes between experimental groups, which was accompanied by a heat map based on individual sample Z-scores. The Volcano plot was designed using EnhancedVolcano (v 1.6.0), heatmap was made using gplots (v 3.1.1). The qPCR data were presented as mean values + standard error of the mean (SEM). For the evaluation of the difference between two groups Student’s unpaired t-test were used. Two groups were statistically compared with an ANOVA test to analyze the variance of the values. The p-values were considered statistically significant in case of p<0.05. Statistical calculation was performed with GraphPad Prism version 9.1.2 (GraphPad Software Inc, San Diego, California, USA). The sample size and statistical details of each experiment can be found on the figure legends.

## Data Availability

• RNA-seq data have been deposited at Gene Expression Omnibus (https://ncbi.nlm.nih.gov/geo). The accession number is GSE180520. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

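RNA from sorted liver ECs of 6 CONV-R and 5 GF male C57BL/6J mice was sequenced, with 1 library per mouse. The groups follow the sample labels, which number CONV-R mice 1 to 6 and GF mice 1, 2, 4, 5 and 6. The replicate numbers of these labels are the only source of the pairing used in 1 of the alternatives, and same-numbered libraries come from different mice. Both kinds of deposited values were used. The authors deposited raw counts per gene, which they made by trimming the reads, mapping them to GRCm38 with STAR and counting with featureCounts, without normalization. They removed 1 further GF library because its number of mapped reads was significantly lower. The authors also deposited values on a log2 scale that they normalized across libraries with the DESeq method; in these values weakly counted genes are pulled together across libraries, as in a regularized log transform. The paper states neither the annotation release nor the strand setting of the counting.

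The 11 libraries held between 7242717 and 16164588 counts. Each group value is therefore limited by its 5 or 6 mice and, for weakly expressed genes, by counting error. Gene positions, GC content, lengths and exon numbers came from GENCODE M21 on GRCm38, to which 29146 of the 29307 listed genes were matched by identifier.

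Counts were analysed in R 4.3.3. Genes were kept with edgeR 4.0.16's filterByExpr and scaled by TMM normalization. GF mice were compared with CONV-R mice by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 12905 tested genes and a threshold of 0.05. DESeq2 1.42.0, which is the authors' tool, and voom of limma 3.58.1 were run as alternatives. No covariate was used in the primary comparison. CPM in the text are counts scaled to a common library size with the TMM-scaled totals. Principal components were computed with prcomp on log2 CPM with a prior count of 2. Single values per mouse were compared with two-sided exact permutation tests over all 462 splits of the mice into 5 and 6. Gene lists were tested with fgsea 1.28.0 on genes ranked by Log2FC, with a fixed seed, and with limma's camera at an inter-gene correlation of 0.01. Neither of these permutes the mice, and camera's p is too small for a list whose genes vary together more than that setting. Reactome pathways supplied with fgsea were limited to 10 to 500 tested genes, and 6105 of their 7111 mouse identifiers (85.9%) were matched to a listed gene. S-phase and G2/M-phase genes came from Seurat 5.3.0. A further 14 lists of marker and response genes were written before the data were examined. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15.

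The genes named in the text were chosen by a rule written before the data were examined. It takes every gene the paper names in its results, the genes labelled in Figures 2B, 2C and 4A, the 5 higher and 5 lower genes with the smallest adjusted p, the members of the written lists, the sorting markers, and *Xist* and *Ddx3y* as a check of sex. *Ddx3y* had counts in every library.

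The alternatives were DESeq2's size factors, DESeq2 and voom in place of edgeR's test, no filter or at least 10 counts in every library, robust dispersion, counts drawn down to the lowest library total, a block for the replicate number, other rankings and tests for gene lists, other scalings for the principal components, and each mouse left out in turn. The normalized values had been planned for the principal components as a log2 of normalized counts; since they are already on a log2 scale, they were used as they are. A correction for GC content and length with lowess curves, the mean of the Kupffer cell markers as a covariate, the libraries of the block without the block, drawn-down counts for the gene lists, and unit variance of the authors' normalized values were added after the data were seen.

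The tests were tried on simulated data of the same size in which 200 genes were changed. Of the 193 changed genes that passed the filter, edgeR recovered 164 (85.0%), and 5.75% of its calls were unchanged genes. DESeq2 recovered 165 of the 200 (82.5%), and 14.9% of its calls were unchanged genes. This was 1 simulated data set in which genes of equal abundance shared the same spread. These percentages therefore do not measure the error of either test on the real libraries. At a p under 0.05, fgsea and camera each called 1 of 100 lists of unchanged genes. The simulated genes varied independently of one another, so this does not test lists whose genes vary together between mice.

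The qRT-PCR measurements, the CONV-D and monocolonized mice, cell yields and immunofluorescence were not analysed here. KEGG and GO gene lists were not used here, so the paper's counts of KEGG pathways and GO terms were not recomputed.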

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

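The comparisons with other splits of the mice, the correlation of the Kupffer cell markers within groups, the covariate and the test on transcript length given in this part were chosen only after the results were seen. The marker and response lists themselves were written before the data were examined. Of 92 groups of values searched for a mouse far from the others, 4 held one, where chance gives 4.6, so each of these 4 may be a chance extreme; the test on transcript length, with a correlation of 0.184, was run for 1 of them, GF replicate 2. The exact permutation tests on the mean of a list in each mouse are not adjusted over the lists.

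GF replicate 2 had 21724 genes with counts when all libraries were drawn down to the same depth, against 15371 to 16852 in the other GF mice. Of the 5347 genes with a transcript length in GENCODE M21 and no counts in any other library, 1461 (27.3%) had counts in this library, with a highest count of 19. Reads spread over the genome were a candidate explanation, which predicts counts that rise with transcript length. The Spearman correlation across these genes was 0.184, under the limit of 0.2 set for the test, while the other libraries gave -0.00556 to 0.0530. The cause of the extra genes therefore remains open. These counts are too low to pass the filter on low counts, and without GF replicate 2 the test of all genes gave 776 genes with an adjusted p under 0.05.

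CONV-R replicate 1 had 15973 genes with counts at the same depth, against 16926 to 17392 in the other CONV-R mice. CONV-R replicate 3 had a PC2 score of -48.1, far from the other CONV-R mice. *Klf1* had 0.132 CPM in GF replicate 5 and 0 in the other GF mice, which is a difference of 1 count. No explanation was tested for these 3 values, and the design gives no condition that sets these mice apart.

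The 10 Kupffer cell markers were higher in GF ECs, with a median Log2FC of 1.55 and an adjusted p of 6.82e-06 from limma's camera over the 14 lists, and from 2.75e-08 to 2.98e-05 over the alternatives. With 1 mouse left out at a time, the median ran from 0.97 (without GF replicate 6) to 1.79 (without CONV-R replicate 1). Their mean was higher by 1.42 on the log2 scale (two-sided exact permutation test, p = 0.0173), with 5 of 5 GF mice above the CONV-R mean and 3 of 5 above every CONV-R mouse. RNA from Kupffer cells in the sorted samples is a candidate explanation. It predicts that the markers rise and fall together between mice of the same group, and their mean correlation within groups was 0.705, above all of 10000 random lists matched on expression (percentile 100, highest random value 0.359). Camera was run at an inter-gene correlation of 0.01, far under this value, so its p for these markers is too small. The exact permutation test over the mice does not depend on that setting. In 3 of the 32 splits of the mice into 5 and 6 that part all 5 same-numbered pairs, the real one included, camera gave a p as small. A higher expression of these genes in GF ECs, or a different number of Kupffer cells in GF livers, cannot be told apart from carried-over RNA with these libraries.

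The 16 glucocorticoid targets that the paper does not name were higher in GF ECs, with a median Log2FC of 0.56 and an adjusted p of 3.00e-05 from camera, and from 2.52e-06 to 0.00111 over the alternatives. All 5 GF mice had a higher mean than every CONV-R mouse (two-sided exact permutation test, p = 0.00216, the smallest p that 5 mice against 6 allow). A difference in glucocorticoid exposure between the groups is therefore a candidate explanation for part of the genes higher in GF ECs; it may come from the colonization status or from handling, and the design cannot separate these. RNA from Kupffer cells did not account for it, since camera gave a p of 3.21e-07 with the mean of the Kupffer cell markers as a covariate. Of the 32 splits, 2 gave a camera p as small, the real one and the split that sets all 5 GF mice with CONV-R replicate 3 against the other CONV-R mice. The latter is nearly the mirror image of the real one and would also be extreme under a real difference between the groups, so this count does not show that the shift is due to chance.

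The 11 sterol synthesis genes were lower in GF ECs, with a median Log2FC of -0.55 and an adjusted p of 0.00272 from camera (0.000172 to 0.0155 over the alternatives). All 5 GF mice had a lower mean than every CONV-R mouse (two-sided exact permutation test, p = 0.00433). Of the 32 splits, 5 gave a camera p as small. Why splits other than the real one gave a p as small was not tested, so this count leaves a chance origin of the camera result open. The test over the mice does not depend on camera. A cause in the colonization status was not tested separately from the other differences between the groups.

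The 5 erythroid genes were lower in GF ECs, with a median Log2FC of -0.83 and an adjusted p of 0.0284 from camera (0.00412 to 0.238 over the alternatives), and their mean was below the CONV-R mean in 5 of 5 GF mice (two-sided exact permutation test, p = 0.0238). The 6 lymphocyte genes had a median Log2FC of -1.04 and an adjusted p of 0.0443 from camera (0.0155 to 0.857), with a lower mean in all 5 GF mice than in every CONV-R mouse (two-sided exact permutation test, p = 0.00216). Camera gave a p as small in 4 of the 32 splits for the erythroid and in 8 for the lymphocyte genes. RNA from these cells in the CONV-R samples is a possible explanation of both, which was not tested further.

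The 12 tested genes of the immediate early list include the heat-shock genes *Hspb1*, *Hsp90aa1* and *Dnajb1*, with Log2FC values of 2.23, 1.06 and 0.35. Of the 12 genes, 8 were higher and 4 lower in GF ECs. The list had a median Log2FC of 0.65 and an adjusted p of 0.0443 from camera (0.0160 to 0.117 over the alternatives). In its mean, 4 of 5 GF mice lay above the CONV-R mean and 2 of 5 above every CONV-R mouse (two-sided exact permutation test, p = 0.0346). The 15 interferon genes had a median Log2FC of 0.41 and the same adjusted p of 0.0443 (0.00530 to 0.137), but their mean, above the CONV-R mean in 4 of 5 GF mice, did not differ between the groups (two-sided exact permutation test, p = 0.201). With 1 mouse left out at a time, the median of the immediate early genes ran from 0.33 (without GF replicate 5) to 0.67. That of the interferon genes ran from 0.11 (without GF replicate 1) to 0.53. A camera p as small came from 10 of the 32 splits for the immediate early genes and from 16 for the interferon genes. A different stress of the cells during dissociation, which the rise of the immediate early list would follow from, is a candidate explanation that the design cannot separate from an effect of colonization.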

How the results depend on the processing

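The alternatives were chosen before the data were examined, apart from the correction for GC content and length, the covariate for Kupffer cell markers, the block's libraries without the block, the drawn-down counts for the gene lists and the unit variance of the authors' normalized values, which were chosen after the data were seen. Where a result changed, the cause was not tested unless a value is given for it.

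The number of differentially expressed genes, 965 with edgeR, stayed within 1.5 times under DESeq2's size factors (967), voom (968), no filter (1134), at least 10 counts in every library (849), robust dispersion (959), drawn-down counts (952) and the correction for GC content and length (1171). DESeq2 gave 1535 genes, 931 higher and 604 lower in GF ECs, and beyond 2-fold 600, with 438 higher and 162 lower. With at least 10 counts in every library, the count beyond 2-fold fell to 248, with 178 higher. With the mean of the Kupffer cell markers as a covariate it was 83 genes, 63 higher and 20 lower, and beyond 2-fold 67, with 51 higher and 16 lower; all 83 were among the 965. Leaving out each mouse in turn gave 622 to 1260 genes, 413 to 779 higher and 206 to 481 lower. DESeq2 shared 956 of the 965 genes and voom 879.

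The difference between the groups on PC1 had a two-sided exact permutation p under 0.05 with each scaling, filter and mouse left out that was tried, the highest being 0.0411 with the authors' normalized values at unit variance, and the PC1 scores of the groups overlapped at unit variance of either kind of values. PC1's share of the variance, 29.4%, was 42.3% with the 500 most variable genes, and the lowest value came from the authors' normalized values at unit variance. PC2 held 15.8% of the variance, 12.5% with the 500 most variable genes, 18.7% at unit variance, 17.96% with at least 10 counts in every library, 19.6% with the authors' values at unit variance, and 15.3% to 17.8% with each mouse left out in turn.

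The sphingolipid genes had a p under 0.05 under each ranking and test tried, the highest being 0.0461 with the correction for GC content and length, and the lowest 0.000351 with camera; Reactome's list of sphingolipid metabolism in place of the genes of Figure 4A gave 0.000829. The cell division genes, with a permutation p of 0.0296, did not pass 0.05 when ranked by the signed F statistic (0.310), with DESeq2's fold changes (0.0927), with at least 10 counts in every library (0.111), or with camera (0.122), and leaving out each mouse in turn gave 0.0034 to 0.4664. The number of Reactome pathways, 35, was 86 with the signed F statistic, 60 with at least 10 counts in every library, 48 with camera, 25 with DESeq2's fold changes, 24 with the correction for GC content and length, and 16 to 42 with each mouse left out in turn.

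Among the written lists, the Kupffer, glucocorticoid and sterol lists kept their direction and an adjusted p under 0.05 under each alternative run. The lists of clock genes changed direction without passing the threshold: with fgsea the adjusted p was 0.623 for the night list and 0.629 for the day list, and the day list ran from 0.562 to 0.996 with each mouse left out in turn. The hepatocyte markers changed direction with at least 10 counts in every library (0.839) and ran from 0.198 to 0.996 with mice left out. The stellate markers changed direction in 2 of the 11 fits that left out a mouse, with a range of 0.287 to 0.832. With fgsea the immediate early genes had an adjusted p of 0.0841, the interferon genes 0.114 and the cholangiocyte markers 0.00441. With at least 10 counts in every library the lymphocyte genes had 0.857 and the erythroid genes 0.238, and with drawn-down counts the lymphocyte genes had 0.0606. With each mouse left out in turn the adjusted p ran from 0.0160 to 0.117 for the immediate early, 0.0313 to 0.125 for the lymphocyte, 0.00412 to 0.0738 for the erythroid, 0.0475 to 0.138 for the cholangiocyte, 0.0128 to 0.320 for the sinusoidal and 0.00530 to 0.137 for the interferon list. With at least 10 counts in every library or with drawn-down counts, the stellate and cholangiocyte lists gave no value, because fewer than 2 of their genes were left.

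The 61 named genes followed here, a part of those that the rule for named genes takes, gave 1272 values under the alternatives. Without the fits that left out a mouse, 602 kept direction and side of the threshold, 22 kept only the direction and lost the adjusted p under 0.05, 4 gained it, and 5 reversed. All 5 reversals among the 61 genes came with the mean of the Kupffer cell markers as a covariate and were markers in that mean: *Clec4f* (-0.22), *Vsig4* (-0.10), *Cd5l* (-0.28), *Timd4* (-0.17) and *Marco* (-0.72). With mice left out, 24 values lost and 7 gained the adjusted p under 0.05, 0 reversed, and the others kept both. Outside the 61 genes, the covariate also reversed other genes that the rule takes. Examples are *Clu* (1.56 to -0.16), *Ptprc* (0.40 to -0.39) and *B4galt6* (0.14 to -0.09).

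A replicate block was fitted to the 5 same-numbered pairs of libraries. After the group difference was removed, same-numbered libraries had a mean correlation of 0.0706 and other pairs of libraries of the 2 groups one of -0.0128, so the numbers carry little sign of shared processing. The paired fit gave 1101 differentially expressed genes, and the same 10 libraries without the block gave 931. Under the block the sphingolipid genes had a permutation p of 0.0179, the cell division genes 0.241 and the day clock list an adjusted p of 0.958, the last with a reversed direction, and 36 Reactome pathways passed. Of the named genes with a value, 55 kept direction and side of the threshold, 1 lost it and 2 gained it.

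Depth limits the weakly expressed genes. *Smpd3*, *Sphk1* and *Klf1* had 32, 8 and 12 counts over the 6 CONV-R libraries, and none of these 3 was tested after the filter on low counts.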

Differences from the paper's values

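The paper's number of differentially expressed genes is 1537, and edgeR gave 965. The paper's number higher in GF is 932 against 620 here, and its number lower in GF is 605 against 345. With DESeq2, which the paper's methods name, the counts were 1535, 931 and 604. Counts within 1.5 times the paper's also came without the filter on low counts (1134, 725 and 409), with the replicate block and without GF replicate 5 (1260, 779 and 481). For the genes higher in GF alone, DESeq2's size factors (623) and the fit without CONV-R replicate 1 (663) also came within 1.5 times. The other alternatives set before the data were examined did not close these gaps: voom, at least 10 counts in every library, robust dispersion, drawn-down counts and the other mice left out. The correction for GC content and length, chosen after the values were seen, gave 1171, 725 and 446, also within 1.5 times.

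The paper's adjusted p values are smaller than those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for each gene whose value it states. The paper's value is 6.4e-50 for *Slc10a6*, where edgeR gave 1.1e-07, and 7.9e-43 for *Sgms1*, where edgeR gave 1.1e-07. For *Qsox1* the paper's 2.3e-30 stands against 1.32e-06, for *Fkbp5* its 1.2e-27 against 1.52e-06, and for *Zfp608* its 4.1e-22 against 5.13e-06. For *Adam19* the paper's 3.7e-13 stands against 7.36e-05, for *Neurl3* its 3.1e-13 against 5.42e-05, and for *Alox12* its 1.4e-11 against 0.000147. Under DESeq2 the adjusted p values were 6.46e-50, 7.96e-43, 2.41e-30, 1.27e-27, 4.14e-22, 3.79e-13, 3.18e-13 and 1.46e-11 in this order. None of the other alternatives set before the data were examined closed the gap for any of the 8 genes.

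Figure 2B and the text place *Slc10a6* as the most strongly higher gene in GF ECs. It had the smallest p here, and by Log2FC it ranked 13. The paper's text places *Klf1* higher in GF, while its counts were 1 in GF and 12 in CONV-R libraries, with a Log2FC of -2.39 without the filter on low counts and -2.55 with DESeq2. The paper states that *Smpd3* and *Sphk1* are higher in GF. Neither had enough counts to be tested here with the filter. Without the filter *Smpd3* had an adjusted p of 0.00808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and *Sphk1* one of 0.0741, and DESeq2 gave both an adjusted p under 0.05 (0.00467 and 0.0329). Values from edgeR without the filter are not comparable with those of the filtered fit.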

Other observations

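The tests on GC content and length, on the count beyond 2-fold, on the cell division genes and Reactome pathways in other splits of the mice, and on the covariate for Kupffer cell markers were chosen only after the results were seen.

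The number of differentially expressed genes was compared with other splits of the 11 mice. Of the 32 splits into 5 and 6 that part all 5 same-numbered pairs, only 1, the real one, gave as many as 965 genes, and only 1 gave as many as 377 beyond 2-fold. In all but 1 of the others both groups hold GF and CONV-R mice; their median was 0 genes. The highest count among them was 16.9% of the real one, and the highest beyond 2-fold was 82, both from the split that sets all 5 GF mice with CONV-R replicate 3 against the other CONV-R mice. With all libraries drawn down to the lowest total, 952 genes were differentially expressed, so a difference in depth is not the cause. With each library corrected for GC content and length, 909 of the 965 genes (94.2%) were called again. The Spearman correlation of the Log2FC across genes fell from 0.149 to 0.0223 with GC content and from 0.101 to 0.0297 with length, so a trend of this kind is not the cause of most of these calls. The share of counts of the 10 most abundant genes was lower in GF libraries, but at 7.27% to 9.42% over the 11 libraries it is small.

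The results on gene sets were less distinct from other splits. For the sphingolipid genes, 7 of the 32 splits gave an enrichment score as high as the real one, and 13 gave one as far from 0 in either direction; the first count follows the direction that was stated for the test. For the cell division genes, 18 of the 32 splits gave an enrichment score as far from 0 in either direction, and 15 gave as many Reactome pathways. The test statistics of fgsea permute genes and not mice, so a set whose genes vary together between mice can score high in other splits. The other splits also hold unequal shares of GF mice in their groups, so they still carry part of the group difference. For the sphingolipid genes, the splits that scored as high held 3 to 5 GF mice in the smaller group. The split with 0 GF mice there had a score of -1.61. These counts therefore cannot decide whether the real split stands apart for these sets. The mean of the sphingolipid genes in each mouse did differ between the groups (two-sided exact permutation test, p = 0.00649), and *Sgms1*, *Acer2*, *Abcg2* and *S1pr1* each had values that did not overlap between the groups.

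RNA from other liver cells may account for part of the expression differences between GF and CONV-R ECs. The Kupffer cell markers were higher in GF. Camera gave an adjusted p of 6.82e-06 in a family of 14 lists, which is too small because these markers vary together. The mean of the markers in each mouse gave p = 0.0173 (two-sided exact permutation test). The sinusoidal endothelial markers did not fall, with a median Log2FC of 0.22, so these tests leave open whether RNA from other cells took part. With the mean of the Kupffer cell markers as a covariate, 27 of the 30 tested genes named in the paper's text still had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and all 30 kept their direction, with a smallest ratio of 0.757 between the Log2FC with and without the covariate. RNA from Kupffer cells is thus not the cause of most of these genes. The total was different. It fell to 83 genes, and when the means were permuted within the groups, 3 of 61 fits, the measured means included, gave as few. The 60 permuted fits gave 72 to 1778 genes with a median of 157, so a fall to that median came without the measured order of the means, and a further part of the fall to 83 may follow the Kupffer cell markers. Among genes higher in GF, the median correlation with the mean of the markers within groups was 0.245, against -0.00564 over all tested genes.

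A larger share of endothelium from large vessels in GF was tested as an explanation. The large-vessel markers did not pass the threshold of 0.05, with an adjusted p of 0.0941 from camera (0.0577 to 0.305 over the alternatives), but their median Log2FC was 0.54 and 9 of the 13 tested markers were higher in GF, so this result does not exclude such a share. With 1 mouse left out at a time, this median ran from 0.275 (without GF replicate 1) to 0.677 (without GF replicate 5). A different stress during dissociation remains possible, as the immediate early list, which also holds heat-shock genes, had an adjusted p of 0.0443 from camera. The paper reports fewer sorted cells and less RNA from GF livers, which the design does not separate from colonization.

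*Per1*, *Klf9* and *Klf15*, which the paper links in part to circadian rhythmicity, may instead have followed glucocorticoid exposure, since other glucocorticoid targets were higher in GF as well (adjusted p = 3.00e-05 from camera). Sampling of the groups at different clock phases predicts opposite shifts of the clock genes of day and night. Neither list shifted as a whole, and the larger of their adjusted p values was 0.933. Single genes of the day list moved in opposite directions, 4 higher and 4 lower in GF, and 3 of its 8 genes had an unadjusted p under 0.05 in edgeR, so a test of whole lists does not exclude a difference in clock phase.

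The count table lists 0 of 1298 protein-coding genes with 1 exon in GENCODE M21, and 19658 of 20730 (94.8%) of those with more exons. *Jun*, *Jund*, *Ier2*, *Cebpb*, *Cldn5*, *Thbd* and *Rhob*, chosen after this was seen, are among the genes that are not listed, as are all 13 protein-coding genes of the mitochondrial chromosome. Statements on genes absent from the lists of differentially expressed genes do not extend to these. The normalized values cover 27842 genes, of which 2526 have 0 counts in all 11 libraries. No explanation was tested for either.

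The primer pair printed for *Abcg2* in the paper's methods is identical to that printed for *Tsc22d1*. Among the transcripts of GENCODE M21, both primers were found only in *Tsc22d1*, with a product of 116 bp. Which primers were used in the qRT-PCR cannot be told from the sequences.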
